A study of Mus musculus with 12 samples. Its data were reported in "Molecular Mechanisms for Changing Brain Connectivity in Mice and Humans" (2023).

How the data were processed

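Blood RNA of mice was measured on 12 Affymetrix Mouse Gene 2.0 ST arrays, each loaded with 1 pool of RNA that the labels describe as drawn from 7 mice. Globin transcripts were depleted before labelling. The labels name 16 male and 18 female mice, 34 in all, aged 8 to 12 weeks at surgery, which is fewer mice than 3 separate pools of 7 per group would need. The study describes the first pair of pools of each condition as unique and the third pool as coming from a repeat of the experiment, and gives 30 mice per group. The p-values measure the spread between these pools. The deposited values are log2 intensities that the authors made from the array scans by Robust Multiarray Average (background correction, quantile normalization over the arrays and summary of probes per Entrez gene), with affy 1.62.0 under R 3.6.0 according to the submitters' processing notes. Whether the batches were adjusted before deposit is not given in the sources used here. All 12 arrays were used as deposited, with no filter, and no array was averaged.

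The values held 27381 features, each identified by an Entrez gene number. A symbol was taken from the platform table for 26794 of them and, by Entrez number, from a RefSeq gene table of assembly GRCm38.p6 for 564 more, which left 23 unnamed. Of all features 20262 were protein coding, 3240 long non-coding RNAs, 531 microRNAs, 889 small nucleolar RNAs and 264 variable segments of immunoglobulins or T cell receptors, by the annotated gene type. The alpha globins were not among the features, while the beta globins Hbb-bs and Hbb-bt were. No coordinates are printed, since the genome build behind the probe sets is not given in the sources used here. Array minima lay a little under 0 and the median of the feature means was 1.471. No detection call was used, so a fold is uncertain in size where the mean of at least 1 group in the comparison lay below that median, as for Mir669n, Btbd35f6, Mmp12, Spp1 and Snora34.

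Groups were taken from the labels: untrained or trained, before or after the training period, with 3 arrays each. The labels place replicates 1 and 2 of every group in batch 1 and replicate 3 in batch 2. The main model was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on 4 group means with batch as a term, which left 7 residual degrees of freedom. The 6 contrasts were trained against untrained after training, the same before training, post against pre in untrained mice, in trained mice and in both, and the interaction of training and time. Tests were two-sided, with Benjamini-Hochberg adjustment over all features and a threshold of 0.05. For the batch term 1.98% of features had an unadjusted limma p under 0.05, where chance gives 5%, and 43 passed after adjustment. Since it is not known whether batches were adjusted before deposit, this share cannot show how much batch explained.

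A total of 32 gene lists, of the cell types that blood or its collection could bring and of immune, metabolic and stress pathways, were tested with limma's camera at its preset correlation of 0.01 between genes, adjusted over the 32 lists. Several pathway lists follow systems the study named. Camera with an estimated correlation and fry served as alternatives. Members were counted over all genes and adjusted over the list alone. Lists overlapped by up to 5 genes. A list's score in an array is the mean deviation of its genes from their means over the arrays.

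Genes were named by a rule: the 7 genes that the study followed; for each contrast the 10 higher and 10 lower genes with the largest change among those past the threshold, with a proper symbol and a mean at or above the median, or the 5 with the smallest p in each direction where fewer than 5 passed; up to 4 members per list; and sex-linked and globin genes as checks. The text names a part of these. This rule, the lists, the contrasts and the alternatives were chosen before the data were examined.

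The alternatives were no batch term, a block for the replicate number, the compared arrays alone, each batch alone, features at or above the median level, quantile normalization of the values, arrays centred on their medians, limma's trend option, array weights, the other list tests, and each array left out in turn. Batch 2 alone, with 1 array per group, gave values without a test. Replicate numbers did not pair the arrays: of 12 pairs of arrays that shared a number, 2 had an r over 0.1 after group means were removed (-0.19 to 0.135), so the block was not used in the main model.

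The steps were tested on simulated data with 200 of 27381 genes changed. In a comparison of 3 against 3 arrays, limma recovered 0% of genes changed by 0.5 log2, 75% at 1 log2 and 98.5% at 2 log2. Over both groups it recovered 33.5%, 91.5% and 99%, and for the interaction 0%, 34.5% and 92.5%, with at most 15 false calls. A list shifted by 0.5 log2 was called and 0 others were. The simulated genes were drawn independently of each other, so this does not measure false list calls among genes that move together. When the real post-training arrays were split in other ways, the list test called up to 19 lists. Pathway databases as the study used them were not used here, nor were brain or human samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.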

Results

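Transcript levels in blood were measured on 12 microarrays, each run on RNA pooled from several mice. The arrays fell into 4 groups of 3: untrained mice before the training period, untrained mice after it, trained mice before it and trained mice after it. Trained mice learned to run in a cued direction on a ball for a water reward, and the untrained (control) partner received water at random. The first blood sample was taken from a sinus under anaesthesia at surgery and the last was trunk blood at death, so the site of collection, age, surgery and water restriction changed together with time. Of the 3 arrays in each group, 2 came from a first batch and 1 from a second. Array medians lay between 1.436 and 1.519 on the log2 scale, and every pair of arrays correlated at a Pearson r of 0.9469 to 0.9781 across 27381 genes and transcripts. The first principal component held 27.45% of the variance and the second 11.02%. The number of arrays limits the precision of every value below, and the p-values measure the spread between these pools.

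The main question was whether blood of trained and untrained mice differed once training was over. Genes of B cells and of MHC class II, the molecules that present antigen to helper T cells, were higher as groups in trained than in untrained mice, followed by genes of natural killer (NK) cells, T cells and monocytes. All 24 measured B cell genes had a positive difference, with a median of 0.48 log2, and all 10 MHC class II genes did, with a median of 0.61. The list test (camera) gave an adjusted p of 7.28e-11 and 1.12e-05 for these lists, but an adjusted p of 0.351 with an estimated correlation for each, as it did for NK cells, T cells and monocytes, so none of these held in that test. Among the B cell genes were Cd79b and Cd79a, the signalling chains of the B cell receptor, at 1.06 (SE 0.32, n = 3 arrays per group) and 0.83 (SE 0.27) log2. H2-Aa, an MHC class II chain, was 2.08-fold higher (1.06 log2, SE 0.24), and Nkg7 and Ccl5, a granule protein and a chemokine of cytotoxic cells, were 2.13-fold and 1.66-fold higher. No single gene passed the threshold.

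The limma test called 0 genes higher and 0 lower, with a smallest adjusted p of 0.267. At an unadjusted p under 0.05 there were 830 higher and 926 lower genes, 1756 in all, where chance gives about 1369. The adjusted p was 0.698 for Cd79b, 0.708 for Cd79a, 0.551 for H2-Aa and 0.496 for both Nkg7 and Ccl5. The smallest p in the upward direction belonged to Ighv1-7, an immunoglobulin heavy chain segment, at 1.15 log2 (SE 0.18, limma adjusted p = 0.332). In the downward direction it belonged to the microRNA Mir669n, which was 3.57-fold lower (SE 0.25 log2, limma adjusted p = 0.267). Slc39a4, a zinc transporter, differed by 0.78 log2 and Pin4, a prolyl isomerase, by -0.77.

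Of the 32 gene lists, 14 were called higher in trained mice after training and 0 lower. Beside B cells and MHC class II, the adjusted p was 1.23e-07 for NK and cytotoxic cells (median 0.27 log2), 1.45e-06 for T cells (0.25), 1.61e-05 for monocytes (0.27) and 2.49e-05 for chemotaxis (0.21). Lower down came MHC class I (0.17, adjusted p = 0.000411), the NF-kB pathway (0.13, 0.000811), lysosome and vacuole (0.13, 0.00105), the mitochondrial respiratory chain (0.14, 0.00198) and pattern recognition receptors (0.16, 0.01). Autophagy (0.08, 0.0214), purine nucleotide synthesis (0.07, 0.0257) and heat shock genes (0.18, 0.0257) completed the 14. None of these calls held with an estimated correlation between genes: the adjusted p was 0.351 with an estimated correlation for 12 of the lists, 0.359 for pattern recognition receptors and 0.397 for lysosome. The fry test called 0 lists, with 2 at an unadjusted p under 0.05, of which brain cells, lower in trained mice, was not among the 14. Adjusted over the list alone, 3 MHC class II genes (H2-Aa, H2-DMb1 and H2-DMb2), 3 NK genes, 1 chemotaxis gene and 1 purine gene rose, and in the heat shock list 2 rose and 1, Hsp90aa1, fell (-1.11 log2). Over all genes tested 0 list members passed. The median and the test differed in sign for marrow progenitors, dendritic cells and DNA replication, none of which was called.

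The batches differed in these lists. The median difference of the B cell list was 0.81 log2 in the first batch and -0.14 in the second, and that of MHC class II was 0.82 and -0.15. It was 0.40 and -0.07 for T cells and 0.34 and -0.03 for monocytes, whereas NK cells kept a positive value in both (0.36 and 0.18). The second batch, from the study's repeat of the experiment, held 1 array per group and allowed no test of its own. Untrained post 1 had the lowest B cell score of the 12 arrays (-1.26), and 9 of the 14 lists were still called without it, with the B cell median at 0.18 log2 (adjusted p = 0.00584), MHC class II at 0.12 (0.0317), monocytes at 0.16 and chemotaxis at 0.11. T cells (0.13, 0.0907), the NF-kB pathway (0.09, 0.115), pattern recognition receptors (0.05, 0.46), purine synthesis (0.131) and heat shock genes (0.0972) lost their call. Heat shock and purine genes also lost it without trained post 2, where their medians turned to -0.0536 (adjusted p = 0.824) and -0.00653. Without trained post 1 the medians were 0.25 for B cells and 0.32 for MHC class II. Without trained post 2 those of lysosome (0.03, 0.234) and autophagy (0.152) also lost theirs, as did the respiratory chain (0.05, 0.088) without untrained post 2, and without trained post 3 T cells stood at 0.49, NK cells at 0.42 and monocytes at 0.43. Quantile normalization of the values left 6 of the 14 calls. The lists of the NF-kB pathway, pattern recognition, migration, vacuole, purine synthesis and negative immune regulators follow systems that the study named from these arrays, so their direction is not independent evidence.

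**Figure D1:**
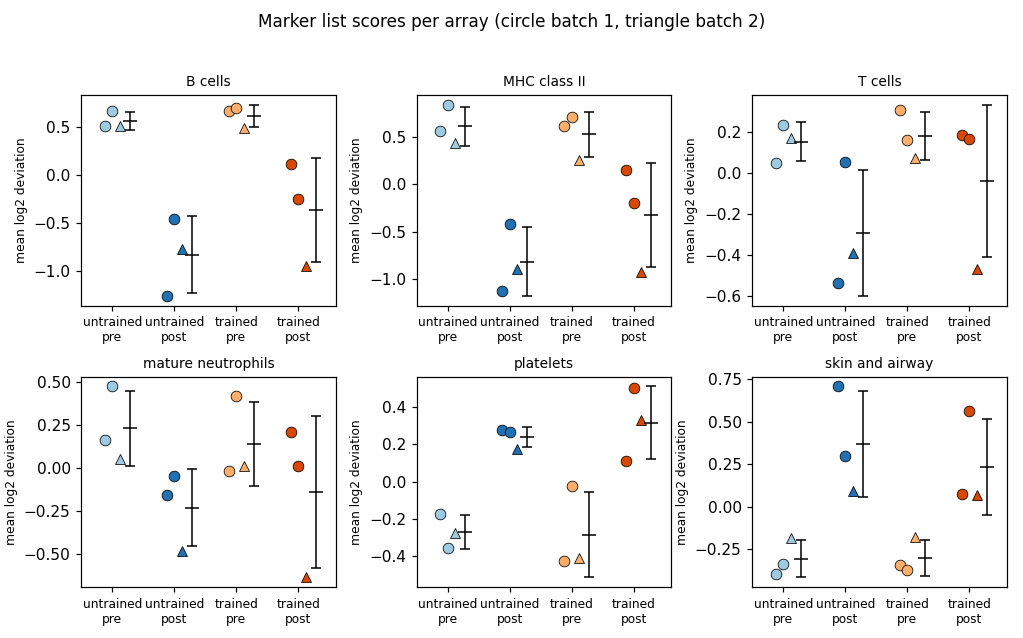
Scores of 6 gene lists per array (vertical axis, mean log2 deviation of the list's genes from their mean over all arrays) in the 4 groups of 3 arrays, with circles for the first batch, triangles for the second and a bar for the mean and SD. The B cell score averaged 0.57 and 0.62 before training and -0.83 (untrained) and -0.36 (trained) after it, and the trained post array of the second batch lay at -0.95, below its untrained partner at -0.77.

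The genes that the study followed were examined in the same comparison. Card6 (Entrez gene 239319), a caspase recruitment domain protein linked to NF-kB signalling, was 1.54-fold higher in trained than in untrained mice after training, a difference of 0.62 log2 (SE 0.24, n = 3, limma adjusted p = 0.736). Its log2 level was 1.57 ± 0.31 (SD, n = 3) in untrained and 2.19 ± 0.47 in trained mice after training, against 2.60 ± 0.18 and 2.89 ± 0.31 before. The difference was 0.88 log2 in the first batch and 0.11 in the second. Impdh2 (23918), the rate-limiting enzyme of guanine nucleotide synthesis, stood at -0.19 log2 (SE 0.53, adjusted p = 0.972), with 0.75 in the first batch and -2.09 in the second, so its sign turned between batches. Dnase1l2 (66705), a deoxyribonuclease, was 1.20-fold higher (0.26 log2, SE 0.15, adjusted p = 0.825) at a level of 1.22, below the median of all gene levels.

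Irf8 (15900), a transcription factor of the interferon response and of myeloid cells, was 1.47-fold higher (0.55 log2, SE 0.19, adjusted p = 0.723; 0.66 and 0.34 in the batches). Ikbkb (16150), a kinase that releases NF-kB from its inhibitor, was at 0.27 log2 (SE 0.30, adjusted p = 0.916; 0.68 and -0.55) and Nfkb2 (18034), an NF-kB subunit, at 0.24 (SE 0.15, adjusted p = 0.833; 0.30 and 0.12). Without untrained post 1 the Ikbkb value was -0.01, and without trained post 1 it was -0.04. The reference gene Ywhaz (22631) differed by -0.01 log2 (SE 0.14). None of the 7 genes passed the threshold. Card6, Impdh2 and Dnase1l2 were picked by the study with the use of its first experiment, so their direction in the first batch and in the pooled values is not independent evidence. In the second batch, from the repeat with 1 array per group, their differences were 0.11, -2.09 and 0.03 log2 in that order.

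**Figure D2:**
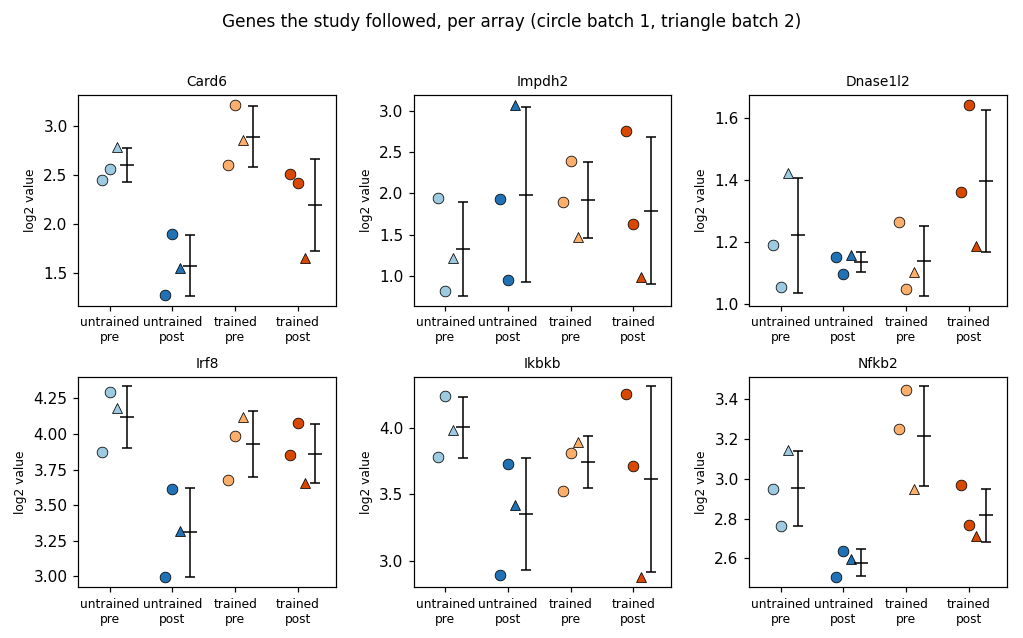
Log2 values (vertical axis) of 6 of the genes the study followed in each array, by group, with circles for the first batch, triangles for the second and a bar for the mean and SD of 3 arrays. Impdh2 reached 3.08 in the untrained and 0.99 in the trained post array of the second batch, while Card6 was lower after the training period than before it in both groups.

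The same comparison before training asked whether the groups differed at the outset. Skeletal muscle genes, which encode contractile and energy-store proteins, were lower in the trained group as a list, with 19 of 20 genes negative and a median of -0.59 log2 (adjusted p = 2.78e-06, and 0.808 with an estimated correlation). Among them Mb, the oxygen carrier myoglobin, was at -0.70, Myh2, a fast myosin, at -0.64 and Tnnc2, a troponin, at -0.75. Erythroid genes had a median of -0.17 (adjusted p = 0.000163, and 0.808 with an estimated correlation), with 33 of 37 negative, among them Kel, a blood group antigen (-0.52), and Car1, carbonic anhydrase (-0.41). B cell (0.03, adjusted p = 0.492), MHC class II (-0.08, 0.492) and NF-kB pathway lists (0.05, 0.151) were not called.

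No single gene passed before training: limma called 0, with 601 higher and 550 lower at an unadjusted p under 0.05, where chance gives about 1369, and a smallest adjusted p of 0.215. Rhbdd2, a rhomboid family protein (0.84 log2, adjusted p = 0.765), and Brk1, a subunit of the actin-regulating WAVE complex (-0.78 log2, SE 0.13, adjusted p = 0.544), had the smallest p in each direction among named genes. In all 0 lists were called higher and 2 lower, and with an estimated correlation 0, with 0 at an unadjusted p under 0.05. The fry test called 0 lists, with 0 at an unadjusted p under 0.05. The medians within the batches were -0.77 and -0.003 for muscle and -0.21 and -0.08 for erythroid genes. Untrained pre 1 had a muscle score of 1.35 against -0.37 and -0.18 in the other two arrays of its group, and without it the muscle median was -0.02 (adjusted p = 0.957) and the erythroid median -0.03 (0.446), so that neither was called.

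Change over the training period in untrained mice took in time, age, surgery, water restriction and the site of collection together, without learning of the task. B cell genes fell: Cd79b was 6.10-fold lower (-2.61 log2, SE 0.32, n = 3 arrays per group), Cd79a 4.43-fold, the IgM receptor Fcmr 4.20-fold, and the immunoglobulin chain Ighm 3.82-fold. MHC class II genes fell with them, with H2-Aa 4.28-fold (-2.10 log2, SE 0.24) and H2-DMb2 4.02-fold lower. Genes with a role in platelets rose, among them F5, coagulation factor V (3.08-fold, SE 0.20 log2), Itga2, a collagen receptor of platelets (2.44-fold), and Gucy1a1, a nitric oxide receptor subunit (2.48-fold). Bpifa1, a secreted protein of the airway lining, rose by 4.51 log2 (SE 0.90) from a level below the median of all features, and Cdkn1a, a cell cycle inhibitor, rose 2.50-fold.

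In all 45 genes rose and 140 fell at an adjusted p under 0.05, with adjusted p = 0.0122 for Cd79b, Cd79a, H2-Aa, F5 and Plxna4, a semaphorin receptor that rose 2.61-fold, and 0.0477 for Bpifa1. After quantile normalization 140 rose and 92 fell, so the share of rises moved from 24.3% to 60.3%. Within batches the change was -2.76 and -2.31 log2 for Cd79b, -1.91 and -2.48 for H2-Aa, 1.67 and 1.53 for F5 and 5.49 and 2.53 for Bpifa1. The count depended on single arrays: without untrained pre 2 or untrained pre 3 limma called 0 genes (2843 and 2723 at an unadjusted p under 0.05), without untrained post 1 it called 12, without post 2 97 and without post 3 85.

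By list, B cells had a median of -1.41 log2 (adjusted p = 3.85e-35), with 12 of 24 genes fallen over all genes and 23 adjusted over the list alone. MHC class II had -1.56 (1.2e-18; 8 of 10, and 10 adjusted over the list alone) and platelets 0.57 (3.21e-13; 2 rose, among them Tubb1, a platelet tubulin, and 15 adjusted over the list alone). Neutrophils (-0.46, 1.5e-10) included S100a9 and S100a8, calcium-binding alarm proteins that fell by 1.02 and 1.05 log2. T cells (-0.39, 2.05e-09) included the homing receptor Ccr7, which fell by 1.41. Interferon-stimulated genes (-0.25, 1.61e-07), chemotaxis (-0.39, 4.47e-07), MHC class I (-0.36, 4.66e-06), monocytes (-0.28, 0.000104), the NF-kB pathway (-0.15, 0.000208) and skin and airway epithelium (0.29, 0.000104) were among the 3 lists called higher and 18 called lower. With an estimated correlation 0 lists were called and 10 had an unadjusted p under 0.05: the adjusted p was 0.0918 for B cells, MHC class II and interferon-stimulated genes, 0.142 for platelets, neutrophils, NF-kB and skin and airway, 0.117 for MHC class I, 0.162 for T cells and monocytes and 0.17 for chemotaxis, each with an estimated correlation. The fry test called 9 lists. Leaving out untrained pre 3 ended the calls of NK cells, brain cells, lysosome and immediate-early genes, whose medians were then -0.06, 0.12, -0.08 and -0.08, took monocytes to -0.13 and T cells to -0.21, and without untrained post 1 the skin and airway median was 0.18.

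In trained mice the same interval took in these changes together with learning. Single genes with a role in platelets rose: Esam, an endothelial and platelet adhesion molecule, was 2.89-fold higher (1.53 log2, SE 0.24, n = 3 arrays per group), Vwf, von Willebrand factor, 2.57-fold, F5 2.71-fold, Itga2 2.47-fold and the platelet ADP receptor P2ry1 2.26-fold. Mt1, a metal-binding stress protein, rose 2.86-fold. Among immune genes Btla, an inhibitory receptor of lymphocytes, was 2.58-fold lower, Retnlg, a neutrophil product, 2.87-fold lower, and the B cell genes Blk and Cd72 fell by 1.18 and 1.02 log2. Transcripts of Btbd35f6 (4.30-fold) and Btbd35f1 (3.33-fold), members of one BTB domain gene family, and the microRNAs Mir467e (3.72-fold) and Mir680-1 (3.00-fold) were also lower.

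There were 39 rises and 38 falls, with an adjusted p of 0.0259 for F5, Itga2 and Mir467e, 0.0383 for Esam, 0.0361 for Btbd35f6, 0.0447 for Btla and 0.048 for Mt1 and Retnlg. After quantile normalization there were 64 rises and 36 falls (64.0% against 50.6% rises). Within batches Esam changed by 1.58 and 1.42 log2 and Mt1 by 2.04 and 0.46. Leaving out an array gave 1 call (trained pre 1 or trained post 3), 2 (trained pre 3), 6 (trained post 2), 158 (trained post 1) or 199 (trained pre 2).

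The B cell list had a median of -0.94 log2 (adjusted p = 2.64e-24; -0.70 and -1.49 in the batches), with 2 of 24 genes fallen over all genes and 22 adjusted over the list alone. MHC class II had -0.87 (1.67e-10; 0 over all genes by limma, 9 adjusted over the list alone) and platelets 0.59 (1.36e-20; 2, and 20 adjusted over the list alone). For these 3 the adjusted p was 0.227 with an estimated correlation. Interferon-stimulated genes (-0.23, 0.000176, and 0.233 with an estimated correlation) were called without any of the arrays as well. The other 9 calls each ended without at least 1 array. Among them, erythroid cells (0.16, 0.000817, and 0.449 with an estimated correlation) had 0.07 and neutrophils (-0.21, 0.000127, and 0.426) had -0.11 without trained post 3, and skin and airway epithelium (0.12, 0.0139, and 0.438) lost its call without trained pre 2 (0.10) and had its lowest median, 0.0512, without trained post 3. T cells (-0.18, 0.0183, and 0.539) had -0.02 without trained post 3, the NF-kB pathway (-0.15, 0.0139, and 0.426) -0.07, and chemotaxis (-0.23, 0.0298, and 0.539) -0.15. Heat shock genes (0.25, 0.0139, and 0.409) had 0.11 without trained post 2 and -0.02 in the second batch. In all, 4 lists were called higher and 9 lower; with an estimated correlation 0 were called and 4 had an unadjusted p under 0.05, and fry called 0 with 5 at an unadjusted p under 0.05, of which NF-kB target cytokines, lower after training, was not among the 13.

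Both groups together gave the time effect with all 12 arrays. B cell and antigen presentation genes fell: Cd79b was 3.72-fold lower (-1.90 log2, SE 0.23, n = 6 arrays per time), Ms4a1, the CD20 antigen, 3.35-fold, and Ighm 3.28-fold. Genes of the airway lining rose, with Bpifa1 by 4.36 log2 (SE 0.64), Scgb1a1, the main secretory protein of airway club cells, by 4.22 (SE 0.86), and Cyp2f2, a club cell cytochrome, by 3.32 (SE 0.52). The mean level of Bpifa1 and Scgb1a1 before training lay below the median of all features in both groups, so the size of their rise is uncertain. Genes that macrophages express also rose, among them the membrane protein Gpnmb (4.47-fold), the elastase Mmp12 (3.06-fold) and the matrix protein Spp1 (2.69-fold). Platelet genes rose, with F5 2.89-fold, Itga2 2.45-fold, Vwf 2.19-fold and Tubb1 1.89-fold. Snora34 and Snord16a, small nucleolar RNAs that guide RNA modification, were 4.28-fold and 3.57-fold lower.

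The test called 355 genes higher and 525 lower, 880 in all, with adjusted p = 0.00222 for Cd79b, 0.00466 for Bpifa1, 0.0197 for Scgb1a1, 0.00609 for Cyp2f2 and 0.00179 for F5 and Itga2. After quantile normalization 475 rose and 449 fell (51.4% against 40.3% rises). The changes within the batches were -1.70 and -2.29 log2 for Cd79b and 5.38 and 2.32 for Bpifa1, but 6.05 and 0.55 for Scgb1a1, 3.09 and 0.31 for Gpnmb and 2.41 and 0.02 for Mmp12. Leaving out trained post 3 gave 484 genes, of which 470 were among the 880, and leaving out trained pre 3, untrained pre 3, untrained post 1 or untrained pre 2 gave 505, 509, 527 and 543.

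Of 32 lists, 3 were called higher and 14 lower. The B cell median was -1.20 log2 (adjusted p = 2.98e-36; -1.11 and -1.37 in the batches), with 22 of 24 genes fallen and 23 adjusted over the list alone. MHC class II had -1.35 (3.23e-18; -1.13 and -1.29), with 9 of 10 fallen and 10 adjusted over the list alone, and platelets 0.59 (5.45e-21; 0.61 and 0.58), with 14 of 23 risen and 20 adjusted over the list alone. Neutrophil genes (-0.35, 3.2e-10) included Retnlg, which fell by 1.42 log2, and S100a8. Interferon-stimulated genes (-0.24, 2.65e-08) had 4 falls over all genes, among them the interferon regulator Irf7 (-0.75), and 11 falls and 1 rise adjusted over the list alone. The NF-kB pathway (-0.15, 0.000106) had 3 falls: the inhibitor Nfkbia (-0.94), the co-regulator Bcl3 (-0.67) and the protease Malt1 (-0.77). Of the 25 glucocorticoid-responsive genes (-0.17, 0.00196), 6 fell, among them the chemokine receptor Cxcr4 (-1.18) and the phosphatase Dusp1 (-1.63), and 3 rose. Skin and airway epithelium (0.21, 8.03e-05) owed its 2 rises to Bpifa1 and Scgb1a1. With an estimated correlation the adjusted p was 0.0785 for B cells, MHC class II and interferon-stimulated genes, 0.13 for platelets and 0.155 for neutrophils, the NF-kB pathway, glucocorticoid-responsive genes and skin and airway, so 0 lists were called, and 9 had an unadjusted p under 0.05. The fry test called 11, of which brain cells, higher after training, was not among the 17 called by camera. Without untrained post 2, trained pre 2 or trained post 3 the glucocorticoid median was -0.10.

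The remaining lists over both groups were as follows. T cells (-0.28, adjusted p = 2.39e-07), chemotaxis (-0.35, 2.84e-05), pattern recognition receptors (-0.18, 8.03e-05), MHC class I (-0.25, 8.66e-05), the mitochondrial respiratory chain (-0.15, 8.66e-05), monocytes (-0.24, 0.000658), negative regulators of immunity (-0.14, 0.00301) and immediate-early genes (-0.07, 0.0118) were called lower, and endothelium, fibroblasts and bone (0.06, 0.0428) higher. For these the adjusted p was 0.155 to 0.263 with an estimated correlation. The endothelial call ended without any 1 of 7 arrays, with medians between 0.03 and 0.12 over the arrays left out, and the immediate-early call without untrained pre 3 (0.0532) or trained post 3 (0.0593). Without untrained post 1 the median was -0.18 for T cells, -0.12 for MHC class I and -0.09 for the negative regulators, and without trained pre 3 that of pattern recognition receptors was -0.12. Not called were erythroid cells (0.04), marrow progenitors (0.06), NK cells (-0.07), eosinophils, basophils and mast cells (-0.06), dendritic cells (0.07), skeletal muscle (0.04), brain cells (0.10), NF-kB target cytokines (-0.03), lysosome (-0.05), autophagy (0.0007), purine synthesis (-0.08), DNA replication (0.03), ribosomal proteins (-0.04), heat shock (0.07) and circadian clock genes (0.03). Single members of these changed, such as the proliferation marker Mki67 (0.55 log2) and the clock gene Per1, which fell by 0.78.

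The changes over time in the 2 groups of mice, which share no array, were compared across genes. Pearson's r was 0.491 and Spearman's rho 0.298 over 27381 genes, which are not independent replicates, and 58.6% of genes had the same sign. In the self-test on simulated unchanged arrays r was -0.00608. Those genes were drawn independently of each other, so a value near 0 was fixed beforehand and is no measure of chance here. In 100 splits of the real arrays the highest other r was 0.570. Within the first batch r was 0.332 and in the second 0.383, and without trained post 3 it was 0.368. Both groups shared 14 rises and 9 falls, with 0 in opposite directions. The 525 genes lower over both groups had a median change of -0.87 log2 in untrained and -0.68 in trained mice, and 69.5% fell further in untrained mice. The 355 higher genes had medians of 0.63 and 0.70.

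**Figure D3:**
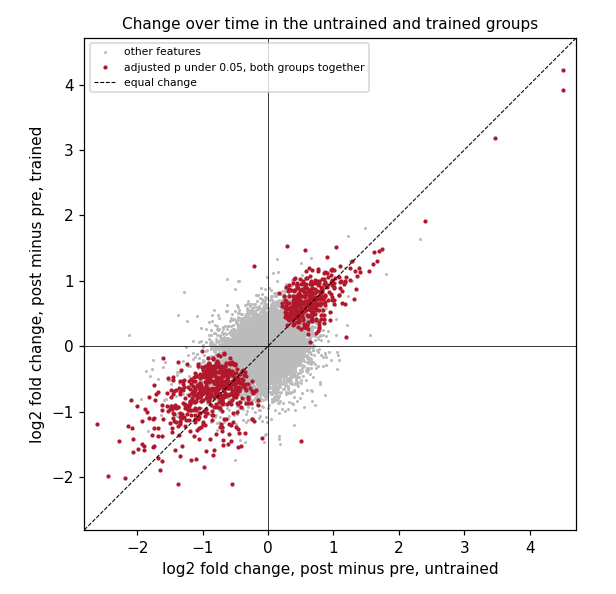
Log2 fold change over the training period in untrained mice (horizontal axis) against trained mice (vertical axis) for each gene, with genes at an adjusted p under 0.05 in both groups together in red and a dashed line of equal change. Red points lie on both sides of 0 along the dashed line, and the 4 airway and macrophage genes Bpifa1, Scgb1a1, Cyp2f2 and Gpnmb stand furthest out at the upper right.

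The interaction of training and time tested directly whether the change over time differed with training. The B cell and MHC class II lists fell less in trained than in untrained mice by a median of 0.39 and 0.57 log2, and T cell (0.21), erythroid (0.19), NK (0.17) and mitochondrial genes (0.20) also had positive differences. The adjusted p of these lists was between 0.000228 and 0.00406, and 0.516 or above with an estimated correlation. Among the members, Cd79b differed by 1.42 log2, H2-Aa by 1.27 and the mitochondrial chaperone Hspe1 by 1.05. For single genes, the smallest p among named genes belonged to Brk1 (1.25 log2, limma adjusted p = 0.21), and the respiratory chain subunit Cox4i1 stood at 1.14. Only Gm22576, a small nuclear RNA outside the rule for named genes and picked after its value was seen, passed: its difference was -1.96 log2 (SE 0.22, 3.90-fold lower, limma adjusted p = 0.0317), with -2.18 and -1.54 in the batches. Its call was lost with a replicate block, in the first batch alone and on leaving out any array other than untrained post 3 or trained post 3.

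The limma test thus called 0 genes higher and 1 lower, with 766 higher and 786 lower at an unadjusted p under 0.05 against about 1369 by chance. Of 32 lists, 16 were called higher and 0 lower, with an adjusted p of 0.000228 for B cells, 0.000393 for MHC class II, 0.000527 for erythroid cells, 0.00203 for T cells and 0.0024 for the respiratory chain. The adjusted p was 0.516 to 0.69 with an estimated correlation, so 0 lists were called, and fry called 0. The 1 list at an unadjusted p under 0.05 in each was that of NF-kB target cytokines, which was lower and not among the 16. Adjusted over the list alone, 2 MHC class II genes, 2 heat shock genes, 1 chemotaxis gene and 1 respiratory chain gene were higher and 1 brain cell gene was lower. The medians within the batches were 0.70 and -0.18 for B cells, 0.80 and 0.18 for MHC class II and 0.13 and 0.31 for erythroid cells. Without untrained post 1, 4 of the 16 lists were called, with B cells at 0.11 (adjusted p = 0.185) and MHC class II at 0.25 (0.0571), and without untrained pre 1 the erythroid median was 0.09 (0.0639), the respiratory chain's 0.11 (0.0588) and that of skeletal muscle turned from 0.28 to -0.25. Quantile normalization left 3 lists.

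Card6 fell over both groups by 0.86 log2 (SE 0.17, 1.82-fold lower, n = 6 arrays per time, adjusted p = 0.0155), with -0.68 and -1.23 in the batches. The change was -1.03 log2 (adjusted p = 0.0747) in untrained and -0.70 (0.27) in trained mice, and the interaction was 0.33 (SE 0.33, adjusted p = 0.948). Without untrained pre 3 the Card6 value over both groups was -0.76 log2 at an adjusted p of 0.0501. Irf8 stood at -0.81 log2 (adjusted p = 0.0813) in untrained mice with an interaction of 0.74 (0.85), and Nfkb2 at -0.39 over both groups (0.0788).

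As a check on the pools, the X-linked Xist, which female cells express, had means of 4.83 ± 0.85 (SD, n = 3), 4.56 ± 0.33, 4.91 ± 0.23 and 4.52 ± 0.39 in the order untrained before, untrained after, trained before and trained after. None of the 5 sex-linked genes passed in any of the 6 comparisons, which with 3 arrays per group does not show equal shares of the sexes. Eif2s3y (1.085) and Kdm5d (0.70) lay below the median of all features. Untrained pre 1, without which the muscle and erythroid calls before training ended, had Xist at 3.86 against 5.19 and 5.44 in its group. Its Uty (2.13), Ddx3y (1.86) and Kdm5d (0.84) were the highest of that group, and its Eif2s3y (1.30) was not. The beta globins, which were depleted before labelling, did not pass over both groups either, with Hbb-bs at 1.02 log2 (adjusted p = 0.195) and Hbb-bt at 0.24 (0.65).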

Values the study reported

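The study reported that each group held 30 mice and that training to criterion took 27 days on average. Its gene set enrichment analysis of blood counted 814 pathways at q < 0.05 between trained and control mice after the training period, 810 of them upregulated, and none before it. Between the start and the end of the period it counted 163 pathways in trained mice, of which 100 were upregulated, and 870 in untrained mice, of which 134 were upregulated. In mouse blood Card6 was given as upregulated 1.60× on arrays and 1.57× by RT-PCR, Dnase1l2 as 1.20× on arrays, and Impdh2 as -1.20 on arrays and 1.25× by RT-PCR. Of 13 trained and control pairs measured by RT-PCR, Card6 was upregulated in 9 and Impdh2 in 8. The mean log2 intensity of the reference gene Ywhaz in blood was given as 4.0.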

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

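The single-array and batch tests of the post-training lists, the airway tests and the marrow and platelet tests were chosen only after the results were seen, while the counts over other splits of the arrays were planned. The interaction of training and time called 16 lists and 1 gene, which are listed here because a test of the difference itself, camera for lists and limma for genes, passed the threshold. With an estimated correlation 0 of the 16 lists were called (adjusted p 0.516 to 0.69), fry called 0, and without untrained post 1 only 4 of the 16 were. The 1 list at an unadjusted p under 0.05 in each of these tests was that of NF-kB target cytokines, which was lower and not among the 16. The median interaction (log2) was 0.39 for B cells, 0.57 for MHC class II, 0.28 for skeletal muscle, 0.22 for chemotaxis, 0.21 for T cells, 0.21 for heat shock genes, 0.20 for the mitochondrial respiratory chain, 0.20 for lysosome and 0.19 for erythroid cells. It was 0.18 for monocytes, 0.17 for NK and cytotoxic cells, 0.17 for MHC class I, 0.17 for ribosomal proteins, 0.13 for mature neutrophils, 0.12 for autophagy and 0.12 for purine nucleotide synthesis. Gm22576, a small nuclear RNA, had an interaction of -1.96, and its call was lost with a replicate block, in batch 1 alone and without any array other than untrained post 3 or trained post 3. In 100 splits of the arrays, 12 gave 16 or more lists (real 16, highest other 18) and 10 gave 1 or more genes (real 1, highest other 4), the real split included, so chance was not excluded for the interaction.

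Immune lists were called higher in trained than in untrained mice after training by camera at its preset correlation. With an estimated correlation 0 lists were called (lowest adjusted p = 0.351), and fry called 0. A difference with learning, a single array or a difference between batches in the effect of training could each bring such calls. A shift between batches alike in all groups could not, since batches were balanced over the groups and a term in the model. Without the single array with the lowest B cell score, untrained post 1, 9 of the 14 lists were still called, and the B cell median went from 0.48 to 0.18. That count cannot decide on the array, since other splits of the post-training arrays gave 4 to 19 lists. A difference between batches was borne out in 9 of the 14 lists, which passed a test of training by batch with a smaller value in the second batch (B cells -0.91 and MHC class II -0.78 log2 between batches), although 0 passed with an estimated correlation (lowest adjusted p = 0.502), the second batch held 1 array per group, and the idea came from the same values. With 10 splits of the 6 post-training arrays, too few for a share under 0.05, 3 gave 14 or more lists (real 14, highest other 19) and all 10 gave 0 or more genes (real 0, highest other 4). The split with 19 lists set trained post 3, untrained post 1 and untrained post 3 against the rest and so kept the batch 2 arrays together. The split that exchanged the batch 2 arrays gave 15 (B cells 0.81 and -0.14 log2 within the batches). The second batch came from the study's repeat of the experiment, and the B cell (-0.14) and MHC class II (-0.15 log2) differences were not seen again there. With 1 array per group in that batch, a biological difference with training stays open, as does the single array.

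Genes of the airway lining were higher in post-training arrays of both groups of mice, where trunk blood had replaced sinus blood. A candidate source is RNA of airway cells carried into trunk blood, and a list of club cell genes without the 4 first seen (16 genes, 1 also in the other lists) scored above every pre-training array of the same batch in 6 of 6 post-training arrays, narrowly in some (trained post 3 at -0.0807 against -0.114 at most before), with the highest scores in untrained post 1 (0.69) and trained post 2 (0.719), 0 of its genes risen by limma and a median of -0.0232 log2 in trained mice of batch 2. The whole list of 20 (3 also in the other lists) had a median of 0.30 log2 (adjusted p = 1.65e-05, and 0.263 with an estimated correlation, over the airway and tissue lists alone). Squamous epithelium of skin or mouth as the source predicted a rise of its own list. That list had a median of 0.0638 log2 over 15 genes, 4 of them also in the other lists, with 10 positive. The median was 0.172 in untrained and 0.0748 in trained mice, and untrained post 1 had the highest score (0.13). A part for squamous epithelium was therefore not excluded. Age, surgery and water restriction changed at the same time, so their part stays open and untested.

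B cell and MHC class II genes fell over the training period in both groups of mice. Over both groups together, camera with an estimated correlation called 0 lists (lowest adjusted p = 0.0785). Marrow cells in the first blood sample could bring early B cells. A loss of such cells predicted a fall of the marrow progenitor list, whose median change was 0.0557 log2. That list mixes genes of stem cells, granulocytes and early B cells, at a median level of 1.847 against 1.471 for all features. It therefore cannot decide on early B cells alone. A larger platelet share alone would lower all leukocyte genes alike. The B cell score fell further than the T cell score (difference of the changes -0.859 log2, SE 0.0929, exact two-sided permutation p = 0.0139 over 144 permutations). The larger B cell fall was known before this test was chosen, and the p is the smallest that these permutations can give. The values go against the platelet share as the sole source, but they are no independent test, and a part for it stays open. A change in the share of B cells itself, with age, surgery, water restriction or the site of collection, also stays open, and the design changed these together. The 100 splits over both groups gave 880 genes in the real split and 5 in the highest other. Only the real split, 1 of 100, was as large, which is the smallest share that these splits can give. No other split came near the real gene count, but this number of splits limits chance and cannot exclude it. For the lists, 11 of 100 gave 17 or more (real 17, highest other 21), so chance was not excluded for the list count.

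For the other results the splits were as follows. The correlation of the time changes was as high in 2 of 100 splits, the real one included (real 0.491, highest other 0.570). This met the mark set beforehand, a share under 0.05, but another split gave a higher value, so chance was not excluded. With 10 splits each, too few for a share under 0.05, the untrained time comparison gave 185 genes and 21 lists (highest other 0 and 18; 1 split as large for each), the trained one 77 genes and 13 lists (highest other 1 and 14; 1 and 3 splits as large), and the comparison before training 0 genes and 2 lists (highest other 0 and 12; 10 and 9 splits as large).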

How the results depend on the processing

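All settings here were planned. Of 83 list calls, 83 kept their call with a replicate block, 82 with limma's trend option, 82 with array weights, 78 with centred arrays, 77 without a batch term, 70 in batch 1 alone, 60 among features at or above the median level, 57 after quantile normalization, 19 with fry and 0 with an estimated correlation. In batch 2 alone, which allowed no test, 33 stayed within the spread of the score, 39 moved and 11 turned sign. With 3 pools per group, and with time, age and the site of collection changing together, these settings bound the values and not their cause. Of 436 values of named genes, 130 were past the threshold in the report. Over the settings that left out no array, these gave 963 values of the same direction and call, 223 past the threshold no longer and 47 shifted without a test, and with an array left out 781 and 401.

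Without a batch term the trained time count was 124, and with only the arrays compared it was 22. With a replicate block, for arrays of one number that showed little correlation, the interaction called 0 genes. In batch 1 alone, with fewer arrays, 4 lists were called before training, 9 genes over time in untrained, 8 in trained, 123 in both groups and 0 for the interaction, and the correlation of the time changes was 0.332. It was 0.383 in batch 2 alone. Among features at or above the median level, where fewer genes were tested, 335 genes were called in untrained and 141 in trained mice, and 5 lists for the interaction. Quantile normalization gave 6 lists after training and 3 for the interaction. Centred arrays gave 36 genes in trained mice, and the trend option gave 93 in untrained and 22 in trained mice. Camera with an estimated correlation called 0 lists in each of the 6 comparisons. The fry test called 0 after training, 0 before, 9 in untrained, 0 in trained, 11 in both groups and 0 for the interaction. At an unadjusted p under 0.05 and in the same order, camera with an estimated correlation had 2, 0, 10, 4, 9 and 1 lists and fry 2, 0, 16, 5, 16 and 1. Apart from the smaller numbers of arrays or genes, the cause was not tested.

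Values that turned sign in batch 1 alone were Impdh2 after training (0.75) and over time in trained mice (0.0526), Dnase1l2 before training (0.0346) and over time in untrained mice (0.00231), and Irf8 (0.13) and Ikbkb (0.32) over time in trained mice. Ywhaz turned before training with quantile normalization (0.00775) and array weights (0.0207), and with centred arrays after training (0.0292) and in the interaction (0.0326), where Nfkb2 (0.0179) did too. The lysosome list over time in untrained mice lost its call after quantile normalization, with a median of 0.00251 against -0.13. In batch 2 alone the lists that turned after training were B cells (-0.14), MHC class II (-0.15), T cells (-0.0664), monocytes (-0.0289), pattern recognition receptors (-0.15), lysosome (-0.0556) and the respiratory chain (-0.0188). In that batch heat shock genes also turned over time in trained mice (-0.0189), and B cells (-0.18), skeletal muscle (-0.0054) and ribosomal proteins (-0.0177) in the interaction. None of these single genes had passed in the report, and the cause was not tested.

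With 1 array left out at a time, gene counts ran from 0 to 1 after training, 0 to 147 in untrained, 1 to 199 in trained, 484 to 886 in both groups and 0 to 1 for the interaction. List counts ran from 2 to 7 before training, 7 to 16 in trained mice and 4 to 20 for the interaction, and the correlation of the time changes from 0.368 to 0.495. Among values that turned, those before training ran from -0.0823 to 0.12 for Ywhaz, -0.17 to 0.0537 for Dnase1l2 and -0.91 to -0.0156 for skeletal muscle, where the direction of the list test turned. After training they ran from -0.0581 to 0.0366 for Ywhaz, -0.77 to 0.58 for Impdh2 and -0.0396 to 0.68 for Ikbkb. In untrained mice they ran from -0.027 to 0.17 for Ywhaz, -0.18 to 0.0505 for Dnase1l2 and -0.11 to 1.24 for Impdh2. In trained mice they ran from -0.0481 to 0.12 for Ywhaz, -0.62 to 0.36 for Impdh2, -0.20 to 0.081 for Irf8, -0.43 to 0.28 for Ikbkb and -0.30 to -0.018 for T cells, where it turned too. Over both groups Impdh2 ran from -0.12 to 0.55. In the interaction they ran from -0.18 to 0.0874 for Nfkb2, -0.13 to 0.0703 for Ywhaz, -0.0909 to 0.76 for Tnni2 and -0.25 to 0.55 for skeletal muscle. The cause was not tested.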

Other observations

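The classes of genes below were chosen only after their values were seen, the airway, lung macrophage and gland lists were written after single airway genes were seen to be higher, and the tests of these are added ones. Variable segments of immunoglobulins, the parts of antibody genes that B cells join and express, fell with the B cell genes over the training period. Of 199 measured segments, taken by symbol and not by annotated gene type, 41 fell and 1 rose over both groups, with a median of -0.46 log2 (adjusted p = 6.32e-32, and 0.0295 with an estimated correlation). In untrained mice 12 fell (median -0.63; adjusted p = 0.0263 with an estimated correlation) and in trained mice 0 passed by limma (-0.30; 0.0682 with an estimated correlation). Their interaction had a median of 0.28 (adjusted p = 3.89e-07, and 0.299 with an estimated correlation), and after training they were higher in trained mice by 0.31 (3.93e-15, and 0.167 with an estimated correlation). Of 82 T cell receptor segments 2 fell over both groups. The adjusted p of the segments, and of the small RNAs and the Btbd35 family below, was taken over these classes alone. The classes were picked after their values were seen. The 0.0295 and 0.0263 of the immunoglobulin segments therefore cannot be set beside the adjusted p of the planned lists.

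Single small RNAs and members of a gene family were also lower after the training period when both groups were tested together. Of 889 small nucleolar RNAs 58 fell and 1 rose, with a median of -0.02 log2 (adjusted p = 0.00115, and 0.0635 with an estimated correlation), and of 531 microRNAs 15 fell and 3 rose, and the whole class was not called (0.656, and 0.742 with an estimated correlation). Of 11 measured members of the Btbd35 family 3 fell, with a median of -0.45 (adjusted p = 3.91e-05, and 0.0635 with an estimated correlation), with a median of -0.72 and 3 falls in trained mice (0.062 with an estimated correlation) and of -0.25 and 0 falls by limma in untrained mice (0.3 with an estimated correlation). Their interaction had a median of -0.54 (adjusted p = 0.0358, and 0.299 with an estimated correlation).

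Lists of tissue cells near the sites of blood collection were compared over both groups. Lung macrophage genes had a median of 0.19 log2 and 5 of 17 rose (adjusted p = 0.000304, and 0.144 with an estimated correlation; 0.21 and 0.11 in the batches), with 6 of the 17 also in the other lists. Ciliated airway cells had 0.15 over 15 genes, of which 1 was in the other lists (0.0268, and 0.212 with an estimated correlation). Alveolar epithelium had -5.485e-05 over 15 genes, 1 of them in the other lists (0.81), and salivary and nasal glands 0.02 over 14 genes, 0 of them in the other lists (0.81). The club cell list was at -0.05 (0.911) between trained and untrained mice after training. The score of the club cell list without the 4 first-seen genes was highest in untrained post 1 (0.69) and trained post 2 (0.719) and between -0.103 and 0.0333 in the other post-training arrays.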
